A study of Arabidopsis thaliana with 12 samples. Its data were reported in "bZIP17 regulates heat stress tolerance at reproductive stage in Arabidopsis" (2021).

How the data were processed

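The authors extracted total RNA with TRIzol from unopened buds, sequenced it on an Illumina NovaSeq 6000, trimmed reads with cutadapt, aligned them to TAIR10 with HISAT2 and assembled transcripts with StringTie, whose versions were not given. Plants grew in a 16 h day and 8 h night. Whether libraries were made by poly(A) selection or rRNA depletion is not given in the sources used here. The deposited file holds a count per gene and library, in the unit the authors call count. The deposited file also holds FPKM per gene and library from the authors. The deposited file turned out to hold counts, so the count test foreseen for that case was used instead of a test on FPKM.

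Genes with FPKM of 1 or more in at least 3 libraries were tested. Counts were scaled by TMM and fitted with edgeR's quasi-likelihood model with 4 group means over all 12 libraries, giving 5 comparisons with Benjamini-Hochberg adjustment across genes. A gene was called at an adjusted p under 0.05 and more than 2-fold, and an interaction at an adjusted p under 0.05. The study thresholds were read as a fold change over 2 or under 0.5 with an unadjusted p under 0.05, as the methods of the study put them, although its results print those limits beside a log2 label. Standard errors are the absolute log2 change divided by the square root of the F statistic. Where a group had 0 counts throughout, the fold is a bound that sets the empty group to a mean of 3 counts per library. Such bounds and intervals cover counting error only. Replicate numbers name no shared batch in the labels. For heat in bzip17 the deviations of the 3 same-number pairs correlated at 0.223, 0.266 and 0.268, all over 0.1. On these data alone a replicate block among the 6 bzip17 libraries was added as an alternative after the result was seen. The main fit holds no block. Replicates varied more than counting error, with a chi-square per degree of freedom of 50.7 to 188.

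The 20 gene lists were fixed before testing, and 17 of them were written by hand from known gene functions, while the rest are the organelle genomes and the study list. Lists were tested with camera at a preset correlation of 0.01 and adjusted over lists within each comparison, and again with the correlation estimated from the data. Named genes are the mutated gene and its relatives, the RT-qPCR genes, the strongest called members of each list, and the genes with the smallest p or largest change in each comparison. Symbols come from the NCBI reference for TAIR10.1, which matched 28932 of 33610 genes. Chromosomal positions are those of TAIR10 in the deposited file. No strand protocol is stated, so genes whose coordinates overlap have uncertain counts. Software was R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, GenomicRanges 1.54.1, Python 3.11.15, matplotlib 3.10.9 and pandas 2.3.3.

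A self-test on simulated counts with the same depths changed 200 of 20715 genes. For heat in WT 23% of 2-fold and 77% of 4-fold changes were called, for the genotype at 22 °C 21% and 83%, and for the interaction 4% and 60%, with 3, 6 and 0 calls among unchanged genes. A list of 40 genes changed 1.5-fold was found in each comparison by camera, and an unchanged list was not. Genes were simulated independently, so this does not test camera at its preset correlation on genes that vary together.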

Results

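RNA from unopened Arabidopsis thaliana flower buds (stages 1 to 12) was sequenced in 12 libraries. They form 4 groups of 3 biological replicates: wild type (WT) and bzip17 mutant plants, each kept at 22 °C or held at 38 °C for 6 h. Every replicate pooled the buds of 8 plants. Counts per library totalled 54.9, 43.9 and 38.6 M (M, 1e6 counts) in WT at 22 °C (replicates 1, 2 and 3), 46.9, 49.7 and 42.2 M in WT at 38 °C, 42.9, 45.2 and 57.9 M in bzip17 at 22 °C, and 71.8, 56.6 and 46.1 M in bzip17 at 38 °C. Of the 33610 genes counted, 20715 reached the expression limit and were tested.

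The share of counts on the 15 ribosomal RNA (rRNA) loci differed widely between libraries of one group. In WT at 22 °C it was 3.76, 15.1 and 64.8%, in WT at 38 °C 19.0, 3.57 and 2.80%, in bzip17 at 22 °C 20.7, 3.22 and 1.43%, and in bzip17 at 38 °C 2.64, 3.47 and 2.90%. The 95% Wilson interval of the largest share ran from 64.8 to 64.8%, and such intervals cover counting error only. In 4 libraries the share was over 10%, and replicate 3 of WT at 22 °C kept 13.6 M counts outside rRNA against 69.9 M in replicate 1 of bzip17 at 38 °C. Plastid-encoded transcripts moved with this share: they made up 0.487% of the counts outside rRNA in replicate 3 of WT at 22 °C and 0.0234% in replicate 1 of the same group. Mitochondrion-encoded transcripts at 22 °C did so too, with 0.444% and 0.0523% in those libraries.

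**Figure D1:**
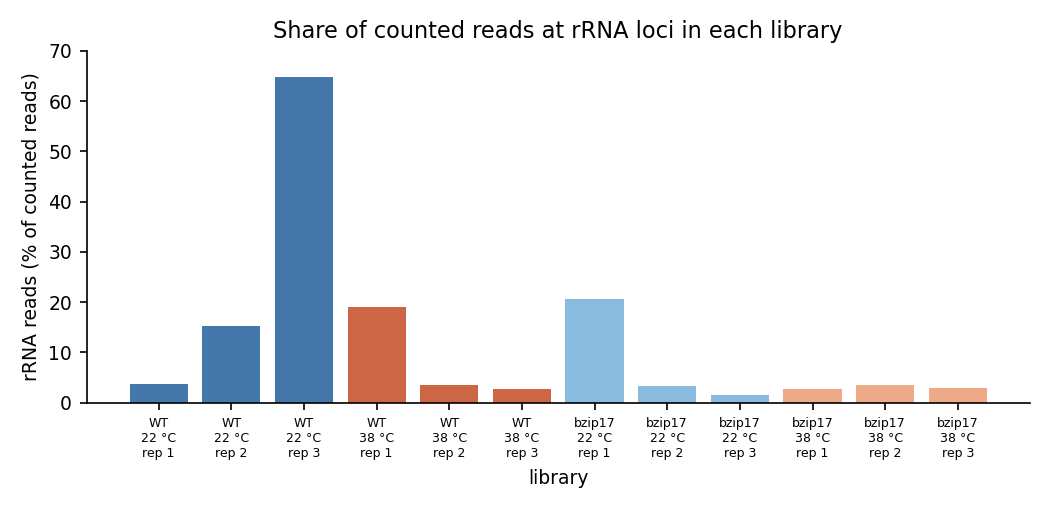
Share of counts on rRNA loci in each of the 12 libraries. The largest rRNA share, 64.8%, belongs to replicate 3 of WT at 22 °C.

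The labels were first compared with the mutated gene itself. bZIP17 (BZIP17, AT2G40950, chromosome 2, 17087620 to 17090424 on TAIR10) encodes an endoplasmic reticulum (ER) membrane-anchored transcription factor of the ER stress response. It stood at 36.8, 31.7 and 45.1 counts per M (CPM) in the WT libraries at 22 °C and at 45.2, 51.1 and 49.3 CPM in those at 38 °C. The bzip17 libraries had 4.04, 5.74 and 3.50 CPM at 22 °C and 10.3, 8.22 and 9.39 CPM at 38 °C. All 6 bzip17 libraries lie below all 6 WT libraries, so the genotype label holds in each of the 12. Its relatives did not share the loss: BZIP28 had group means of 25.2 CPM (SD 1.34, n = 3) in WT and 20.7 CPM (SD 1.77, n = 3) in bzip17 at 22 °C, and BZIP60 had 23.0 CPM (SD 2.55, n = 3) and 33.9 CPM (SD 8.17, n = 3).

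**Figure D2:**
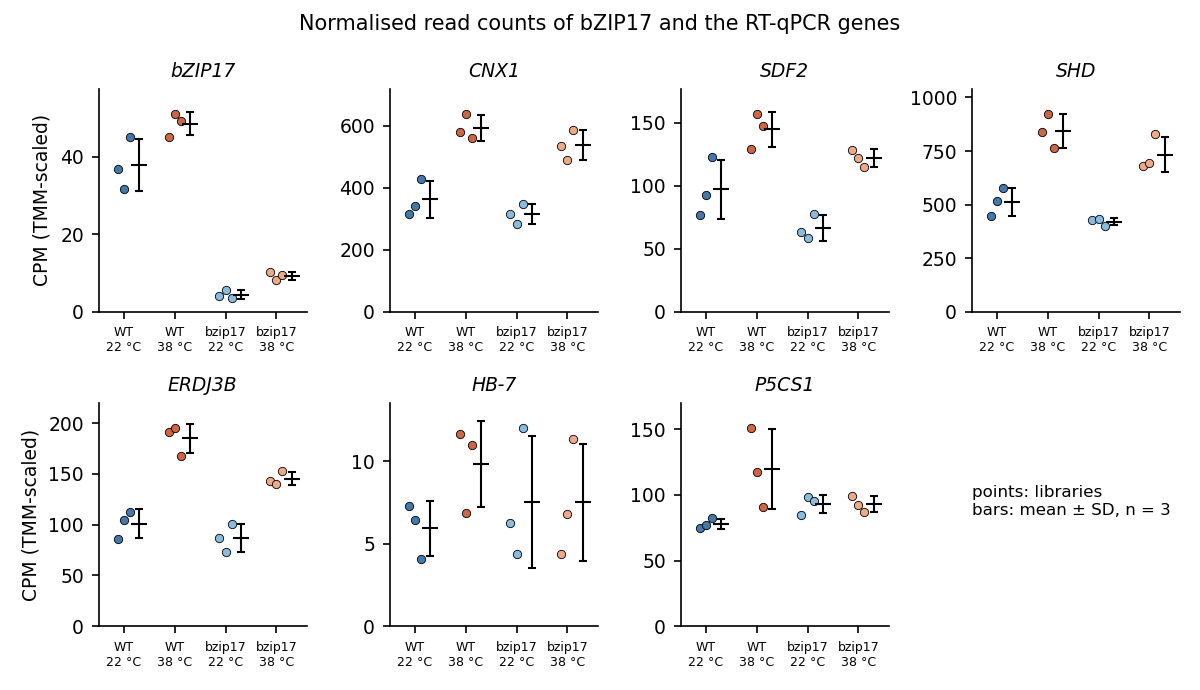
Counts per M of bZIP17 and of the genes the study followed by RT-qPCR, 1 point per library. The mean of bZIP17 at 22 °C is 37.9 in WT and 4.43 in bzip17.

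How did 6 h at 38 °C change the bud transcriptome of WT plants? Of 42 heat shock protein genes 29 rose, as did 8 of 21 heat stress factors and 6 of 41 unfolded protein response genes. So did 33 of 59 genes of rRNA modification and 105 of 144 genes of the mitochondrial genome. Among genes of cell division 11 of 19 fell, and among late pollen markers 9 of 28. Unfolded protein response genes kept their call as a list with an estimated correlation (adjusted p = 0.0153). The heat shock proteins (adjusted p = 0.143), heat stress factors (adjusted p = 0.227) and mitochondrial genes (adjusted p = 0.227) lost theirs there. So did the cell division genes (adjusted p = 0.283) and late pollen markers (adjusted p = 0.635). In total 1325 genes rose and 1333 fell by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (adjusted p under 0.05 and more than 2-fold), and 8225 (39.7%) had an unadjusted p under 0.05.

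Among 42 cytosolic and organellar heat shock proteins, 29 rose in WT, 0 fell and 13 did not pass, and the count was 29 when adjusted over the list alone. The median log2 change was 3.75 (camera adjusted p = 1.4e-27; adjusted p = 0.143 with an estimated correlation). ATHSP22.0 (AT4G10250, chromosome 4, 6370343 to 6371291), a small heat shock protein of the ER lumen, rose by 10.82 log2 (SE 0.94, adjusted p = 4.3e-05, n = 3). Without replicate 2 of WT at 38 °C that estimate was 9.89, and without replicate 1 of WT at 22 °C it was 11.56. HSP17.6B-CI, a cytosolic class I small heat shock protein, rose by 9.76 log2 (SE 0.92, adjusted p = 6.4e-05, n = 3), or 8.66 and 10.70 without the same libraries. Of 21 heat stress transcription factors and their coactivators, 8 rose and 0 fell (9 adjusted over the list alone), with a median of 0.54 (adjusted p = 0.00150, and adjusted p = 0.227 with an estimated correlation). MBF1C (AT3G24500), a transcriptional coactivator needed for basal thermotolerance, rose by 3.74 log2 (SE 0.52, adjusted p = 5.7e-04, n = 3), although its coordinates overlap AT3G24503, which leaves its reads uncertain.

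The canonical unfolded protein response list holds ER chaperones and folding enzymes, and also transcription factors, stress sensors, proteases and degradation genes of the ER stress response. In WT 6 of its 41 tested genes rose and 0 fell (7 adjusted over the list alone), 35 of 41 were higher, and the median log2 change was 0.54 (camera adjusted p = 2.4e-07, and adjusted p = 0.0153 with an estimated correlation). ATERDJ3A, an ER co-chaperone required for pollen tube heat tolerance, rose by 2.44 log2 (SE 0.36, adjusted p = 8.1e-04, n = 3). PDIL2-3 (AT2G32920, chromosome 2, 13962318 to 13965472), an ER protein disulfide isomerase, rose by 1.71 log2 (SE 0.13, adjusted p = 2.0e-05, n = 3). BIP2 (AT5G42020, chromosome 5, 16807483 to 16810646), the ER lumenal Hsp70, rose by 1.33 log2 (SE 0.16, adjusted p = 2.7e-04, n = 3). BZIP28 had a log2 change of 0.58 (SE 0.15, adjusted p = 0.0178, n = 3), under the 2-fold limit, and bZIP17 itself had 0.36 (SE 0.19, adjusted p = 0.187, n = 3).

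The 6 RT-qPCR genes of the study, which it chose among its ChIP-Seq targets in seedlings, had a median log2 change of 0.71 in WT (camera adjusted p = 0.00428, and adjusted p = 0.227 with an estimated correlation), and 0 of 6 passed the fold limit. CNX1, an ER calnexin, had 0.71 (SE 0.16, adjusted p = 0.00772, n = 3), and P5CS1, the proline synthesis enzyme induced by drought and salt, had 0.62 (SE 0.17, adjusted p = 0.0180, n = 3). P5CS1 shares coordinates with AT2G39795, so its reads are uncertain. Of 49 genes of salt, water deprivation and abscisic acid response, 8 rose and 6 fell (8 and 6 adjusted over the list alone). That list did not move as a whole (adjusted p = 0.856), and its median of -0.05 differs in sign from its mean of 0.08. ABF3, an abscisic acid response element binding factor, rose by 2.44 log2 (SE 0.33, adjusted p = 4.3e-04, n = 3).

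Of 19 mitotic cell cycle genes 11 fell and 0 rose (11 adjusted over the list alone), with a median of -1.08 (camera adjusted p = 1.5e-08, and adjusted p = 0.283 with an estimated correlation). HIK, a kinesin of the cytokinetic phragmoplast, fell by 1.76 log2 (SE 0.27, adjusted p = 9.9e-04, n = 3), SYP111, the cytokinesis syntaxin KNOLLE, fell by 1.61 log2 (SE 0.23, adjusted p = 6.8e-04, n = 3), and CYCB2;4, a mitotic cyclin, fell by 1.64 log2 (SE 0.29, adjusted p = 0.00211, n = 3). Among 28 late pollen markers 9 fell and 0 rose (9 adjusted over the list alone), with a median of -0.73 (adjusted p = 0.00225, and adjusted p = 0.635 with an estimated correlation). CPK34, a pollen tube calcium-dependent kinase, fell by 2.73 log2 (SE 0.61, adjusted p = 0.00768, n = 3), and SPIK, a pollen potassium channel, fell by 2.04 log2 (SE 0.45, adjusted p = 0.00684, n = 3). Of 14 meiosis markers 3 rose and 0 fell (3 adjusted over the list alone), with a median of 0.58 (adjusted p = 0.0202, and adjusted p = 0.227 with an estimated correlation). PTD, needed for meiotic crossover formation, rose by 1.32 log2 (SE 0.23, adjusted p = 0.00220, n = 3).

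Tapetum and pollen wall markers did not move as a list in WT: 1 of 30 rose and 1 fell (0 and 0 adjusted over the list alone), with a median of 0.07, a mean of 0.12 and a camera test pointing down (adjusted p = 0.931). Cuticular wax biosynthesis had 0 of 18 genes called and a median of -0.10 beside a mean of 0.00 (adjusted p = 0.856). Light-harvesting complexes had 0 of 21 called and a median of 0.51 (adjusted p = 0.0195, and adjusted p = 0.627 with an estimated correlation), which became 0.0624 without replicate 3 of WT at 22 °C and 0.0998 without replicate 3 of WT at 38 °C. Photosystem subunits, electron transport and Calvin cycle had 0 of 42 called and a median of 0.07 (adjusted p = 0.558). Floral organ identity had 0 of 16 genes higher and 1 lower (1 adjusted over the list alone), with a median of 0.26, a mean of 0.05 and a test pointing down (adjusted p = 0.925). The fallen gene was CAL, a floral meristem identity factor, which fell by 1.56 log2 (SE 0.26, adjusted p = 0.00157, n = 3).

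Of 13 circadian clock genes 2 rose and 2 fell in WT, with a median of -0.04 and a mean of 0.05 (camera adjusted p = 0.805). CCA1 (AT2G46830), the morning Myb factor, rose by 2.62 log2 (SE 0.22, adjusted p = 3.9e-05, n = 3), while its partner LHY fell by 2.39 log2 (SE 0.36, adjusted p = 8.1e-04, n = 3). LHY averaged 17.2 and 3.28 CPM in WT at 22 and 38 °C, and 5.01 and 3.30 CPM in bzip17. Its means thus differed between the genotypes at 22 °C, a difference that DESeq2 called and edgeR did not, and were close at 38 °C. Of 16 jasmonate synthesis and stamen maturation genes 2 rose and 2 fell, with a median of -0.42 (adjusted p = 0.453). AOC1, an allene oxide cyclase of jasmonate synthesis, rose by 2.11 log2 (SE 0.45, adjusted p = 0.00594, n = 3). The 11 reference genes had 0 calls and a median of -0.19 (adjusted p = 0.341). No gene of the seed storage and oil body list reached the expression limit, so 0 of its members were tested.

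Mitochondrion-encoded genes rose together in WT: 105 of 144 passed and 0 fell (121 adjusted over the list alone), with a median of 3.27 (camera adjusted p = 6.2e-35, and adjusted p = 0.227 with an estimated correlation). ATMG01140, an open reading frame of the mitochondrial genome, rose by 7.93 log2 (SE 0.67, adjusted p = 3.9e-05, n = 3). Mitochondrial transcripts took 0.981% of the counts outside rRNA in replicate 1 and 0.627% in replicate 3 of WT at 38 °C. Of 119 plastid-encoded genes 4 rose and 1 fell (1 and 0 adjusted over the list alone), with a median of -0.67 (adjusted p = 0.742), and their share followed the rRNA share of the library. That adjusted p became 0.00913 (median -1.18) without replicate 1 of WT at 22 °C, and 0.00108 with the opposite direction (median 1.16) without replicate 3, the library with 64.8% rRNA.

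The study list, chosen by the study on these same samples as genes dependent on bZIP17, is therefore not an independent list. Of its 1326 tested genes 267 rose and 0 fell in WT (397 adjusted over the list alone), with a median of 0.88 (camera adjusted p = 3.1e-43, and adjusted p = 6.0e-05 with an estimated correlation). Gene Ontology terms were tested on 20156 background genes with 1443 terms of 10 to 500 genes, and 22 terms passed among the genes that rose and 31 among those that fell. The term response to heat held 43 of its 158 genes against 9.45 expected (adjusted p = 7.6e-15), rRNA modification 33 of 59 (adjusted p = 3.5e-22) and protein folding 30 of 131 (adjusted p = 3.9e-08). Among fallen genes the term cell wall held 52 of 325 genes, microtubule 21 of 94 and regulation of pollen tube growth 11 of 34. Without the 4 libraries rich in rRNA, 1 library of WT at 22 °C is left, and 339 genes rose and 168 fell. Scaling to library totals moved the median log2 change of all genes from 0.02 to 0.41 and the higher share of called genes from 49.8 to 82.9%.

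Which genes answered the same heat in bzip17 buds? Of 42 heat shock protein genes 32 rose, as did 10 of 41 unfolded protein response genes and 29 of 59 genes of rRNA modification. Of 144 genes of the mitochondrial genome 132 rose, while 59 of 325 cell wall genes fell. As lists the heat shock proteins (adjusted p = 0.0635) and mitochondrial genes (adjusted p = 0.113) lost their call with an estimated correlation. The unfolded protein response genes kept theirs (adjusted p = 0.00320). Some wax and photosynthesis genes fell here while no member of those lists was called in WT, and the interaction test called 0 of them. Of the genes tested, 1259 rose and 1335 fell by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 8022 (38.7%) had an unadjusted p under 0.05.

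In bzip17, 32 of 42 cytosolic and organellar heat shock proteins rose and 0 fell (32 adjusted over the list alone), with a median of 4.07 (camera adjusted p = 1.0e-35, and adjusted p = 0.0635 with an estimated correlation). HSP17.6II (AT5G12020, chromosome 5, 3882237 to 3882938), a cytosolic class II small heat shock protein, rose by 10.37 log2 (SE 0.96, adjusted p = 3.9e-05, n = 3). Of 21 heat stress transcription factors 10 rose and 0 fell (10 adjusted over the list alone), with a median of 1.27 (adjusted p = 7.2e-05, and adjusted p = 0.113 with an estimated correlation). HSFA2, which prolongs acquired thermotolerance, rose by 6.33 log2 (SE 0.89, adjusted p = 4.5e-04, n = 3), or 5.55 without replicate 2 of bzip17 at 38 °C. MBF1C, whose reads overlap AT3G24503, rose by 4.39 log2 (SE 0.53, adjusted p = 1.8e-04, n = 3).

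In the canonical unfolded protein response list of the mutant 10 of 41 genes rose and 0 fell (10 adjusted over the list alone), 36 of 41 were higher, and the median was 0.64 (camera adjusted p = 8.4e-10, and adjusted p = 0.00320 with an estimated correlation). TIN1, an ER stress gene of pollen surface formation, rose by 2.71 log2 (SE 0.42, adjusted p = 8.1e-04, n = 3). PDIL2-3 rose by 1.82 log2 (SE 0.13, adjusted p = 1.0e-05, n = 3), BIP2 by 1.33 log2 (SE 0.16, adjusted p = 2.0e-04, n = 3) and ATERDJ3A by 2.17 log2 (SE 0.35, adjusted p = 0.00114, n = 3). BZIP28, the paralog that also acts in this response, rose by 1.12 log2 (SE 0.15, adjusted p = 4.2e-04, n = 3). The remaining bZIP17 transcript rose by 1.07 log2 (SE 0.20, adjusted p = 0.00231, n = 3), a call lost without replicate 3 of bzip17 at 22 °C, where the change was 0.93, and without replicate 1 of bzip17 at 38 °C.

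Among the 6 RT-qPCR genes of the study 0 passed the fold limit in bzip17, and the median was 0.76 (camera adjusted p = 0.0191, and adjusted p = 0.326 with an estimated correlation). CNX1 had a log2 change of 0.77 (SE 0.16, adjusted p = 0.00462, n = 3) and SDF2, a component of ER protein quality control, 0.88 (SE 0.18, adjusted p = 0.00393, n = 3). From 22 to 38 °C the mean of SDF2 went from 97.3 to 144.6 CPM in WT and from 66.5 to 122.0 CPM in bzip17. That of SHD went from 513 to 842 CPM in WT and from 421 to 734 CPM in bzip17. The mean of ERDJ3B went from 101 to 185 CPM in WT and from 86.8 to 145 CPM in bzip17. SDF2 and SHD thus rose by no lower fold in bzip17 than in WT. P5CS1 had 0.00 (SE 0.17, adjusted p = 0.998, n = 3) and HB-7, a homeobox gene induced by abscisic acid, -0.01 (SE 0.42, adjusted p = 0.990, n = 3). Of 49 genes of salt, water deprivation and abscisic acid response 5 rose and 10 fell (5 and 11 adjusted over the list alone), with a median of -0.14 (adjusted p = 0.183). Without replicate 2 of bzip17 at 22 °C that list reached an adjusted p of 0.00591 (median -0.28). COR15B, a cold-induced chloroplast protein, fell by 2.06 log2 (SE 0.17, adjusted p = 1.9e-05, n = 3).

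Of 21 light-harvesting complexes 2 fell and 0 rose (2 adjusted over the list alone), with a median of 0.07 and a mean just under 0 (camera adjusted p = 0.898). Lhca5, a photosystem I antenna protein, fell by 1.29 log2 (SE 0.16, adjusted p = 2.1e-04, n = 3), although its coordinates overlap AT1G45545, which leaves its reads uncertain. Of 42 genes of photosystem subunits, electron transport and Calvin cycle 2 fell and 0 rose, with a median of -0.26 (adjusted p = 0.0191, and adjusted p = 0.945 with an estimated correlation), which became 0.0884 without replicate 1 of bzip17 at 22 °C and 0.162 (median -0.16) without replicate 2 of bzip17 at 38 °C. In cuticular wax biosynthesis 4 of 18 fell and 0 rose, with a median of -0.51 (adjusted p = 0.0694). That list passed at 1.1e-05 (median -0.85) without replicate 2 of bzip17 at 22 °C and at 0.0326 without replicate 3 of bzip17 at 38 °C. With the replicate number as a replicate block among the bzip17 libraries the list passed (adjusted p = 0.0333, median -0.43). Under that block 3 of the 4 gene calls (CER2, CER4 and KCS6) were lost, at -0.95, -0.99 and -0.99 log2. CYP96A15, the alkane hydroxylase of wax synthesis, fell by 1.45 log2 (SE 0.32, adjusted p = 0.00642, n = 3).

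Late pollen markers in bzip17 had 0 of 28 genes called, with a median of 0.04, a mean of -0.03 and a test pointing up (camera adjusted p = 0.887). Tapetum and pollen wall markers had 1 of 30 higher and 2 lower (0 and 0 adjusted over the list alone), with a median of -0.42 (adjusted p = 0.555, which became 2.3e-04 with a median of -0.75 without replicate 2 of bzip17 at 22 °C). Of 14 meiosis markers 5 rose and 0 fell (5 adjusted over the list alone), with a median of 0.59 (adjusted p = 0.00135, and adjusted p = 0.113 with an estimated correlation), and SDS, a meiotic cyclin, rose by 1.31 log2 (SE 0.23, adjusted p = 0.00192, n = 3). Floral organ identity had 1 of 16 higher and 1 lower (0 and 1 adjusted over the list alone), with a median of 0.10 (adjusted p = 0.887). Mitotic cell cycle had 5 of 19 lower and 0 higher (5 adjusted over the list alone), with a median of -0.62 (adjusted p = 0.00168, and adjusted p = 0.827 with an estimated correlation). CYCB2;4 fell by 1.57 log2 (SE 0.29, adjusted p = 0.00219, n = 3).

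Of 13 circadian clock genes 2 rose and 2 fell, with a median of 0.05 (camera adjusted p = 0.887), and CCA1 rose by 2.77 log2 (SE 0.22, adjusted p = 1.7e-05, n = 3). PRR5, a repressor of CCA1, fell by 1.39 log2 (SE 0.16, adjusted p = 1.5e-04, n = 3). In jasmonate synthesis and stamen maturation 1 of 16 rose and 2 fell, with a median of -0.42 (adjusted p = 0.470, which became 0.0275 with a median of -0.65 without replicate 2 of bzip17 at 22 °C). LOX4, a lipoxygenase of jasmonate synthesis, fell by 1.15 log2 (SE 0.24, adjusted p = 0.00470, n = 3). The 11 reference genes included 1 that rose and 1 that fell (0 and 1 adjusted over the list alone), with a median of 0.07, a mean of 0.11 and a test pointing down (adjusted p = 0.887). ACT2, a vegetative actin often used for normalization, fell by 1.24 log2 (SE 0.24, adjusted p = 0.00281, n = 3).

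Of 144 mitochondrion-encoded genes 132 rose and 0 fell in bzip17 (137 adjusted over the list alone), with a median of 5.06, or 4.85 with bounded values (camera adjusted p = 4.4e-59, and adjusted p = 0.113 with an estimated correlation). Plastid-encoded genes had 5 of 119 higher and 1 lower (4 and 0 adjusted over the list alone), with a median of -0.37 against a test pointing up (adjusted p = 0.631, which became 0.00350 with a median of 0.83 without replicate 1 of bzip17 at 22 °C, the library with 20.7% rRNA). ATCG00080, the plastid gene of photosystem II protein I, rose by 3.62 log2 (SE 0.48, adjusted p = 3.2e-04, n = 3). In the study list 6 of 1326 genes rose and 0 fell (7 adjusted over the list alone), with a median of 0.60 (adjusted p = 1.1e-17, and adjusted p = 0.00320 with an estimated correlation). Gene Ontology gave 36 terms among genes that rose and 31 among those that fell. Response to heat held 50 of 158 genes (adjusted p = 2.1e-21), translational elongation 34 of 112, cellular respiration 15 of 21, and among fallen genes cell wall held 59 of 325 (adjusted p = 6.0e-10) and systemic acquired resistance 12 of 42. Scaling to library totals moved the higher share of called genes from 48.5 to 65.6%.

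**Figure D3:**
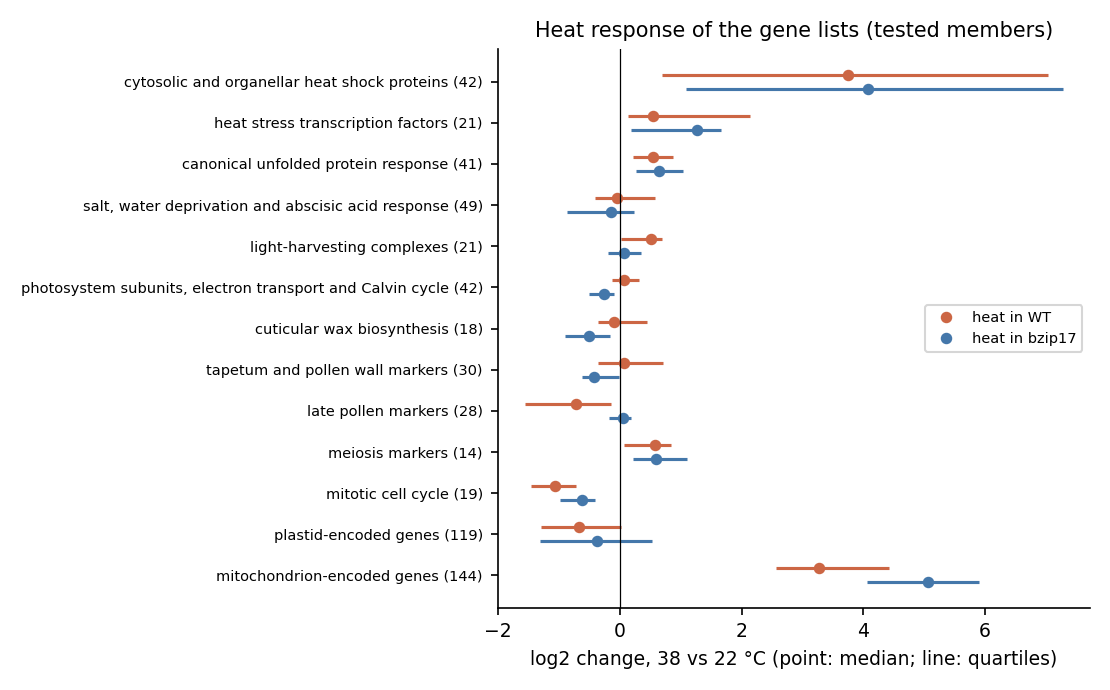
Median log2 change of the gene lists shown, a part of the fixed lists, by heat in WT and in bzip17. Heat shock proteins have medians of 3.75 and 4.07, mitochondrion-encoded genes 3.27 and 5.06.

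With both genotypes side by side, 915 rose in both genotypes (80.5 expected if the calls were independent) and 776 fell in both (85.9 expected), with 0 called in opposite directions. The median log2 change of the 915 was 2.09 in WT and 2.06 in bzip17, and across all 20715 genes the Pearson correlation of the 2 heat changes was 0.806. A further 410 genes were called higher in WT alone and 344 in bzip17 alone, 557 lower in WT alone and 559 in bzip17 alone. Among the 410 the change in bzip17 had the same sign in 96.8%, and the interaction test called 0 of them (59 at an unadjusted p under 0.05). Among the 557 it did so in 93.5%, with medians of -1.49 in WT and -0.76 in bzip17, and the interaction test called 0 (113 at an unadjusted p under 0.05). It called 0 of the 344 and 0 of the 559 as well (55 and 74 at an unadjusted p under 0.05). In the self-test that test recovered 4% of 2-fold differences, so equal responses were not shown. Leaving out 1 library moved the WT-alone lower count from 557 to 310 without replicate 3 of WT at 38 °C.

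**Figure D4:**
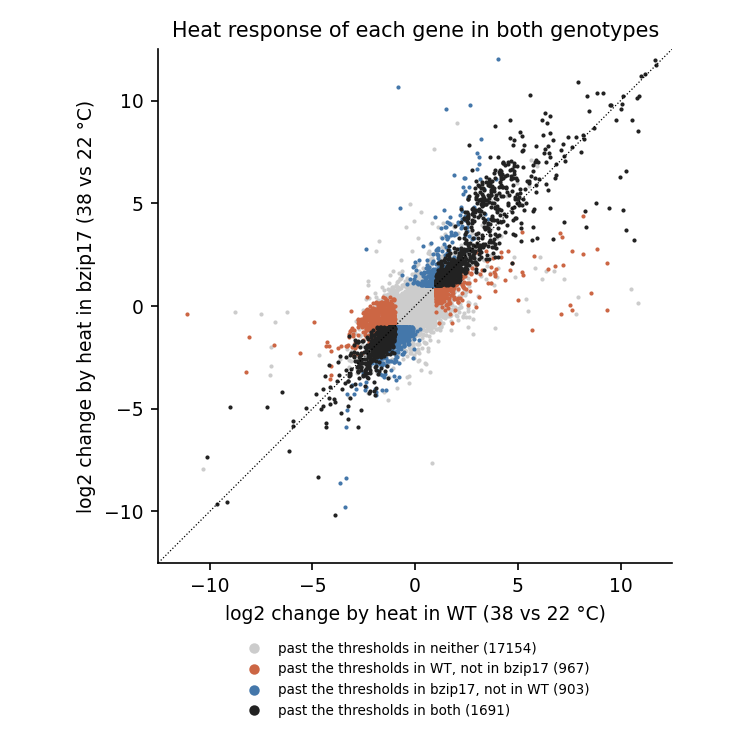
Log2 change by heat of each tested gene in WT and in bzip17. The Pearson correlation across 20715 genes is 0.806.

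Which genes differed between the genotypes before heat? At 22 °C 2 single genes passed, the mutated locus first, and this count was 25 without replicate 2 of bzip17 at 22 °C, 6 without replicate 1 of WT at 22 °C and 4 without replicate 1 of bzip17 at 22 °C. As lists, light-harvesting genes were higher and unfolded protein response genes lower in the mutant (adjusted p = 0.0369 for each with an estimated correlation). The test of edgeR with Benjamini-Hochberg adjustment called 2 genes, both lower in bzip17, while 2028 (9.79%) had an unadjusted p under 0.05 and DESeq2 called 68. bZIP17 fell by 3.10 log2 (SE 0.21, adjusted p = 1.1e-04, n = 3). AT3G42658.1 (chromosome 3, 14749400 to 14750294 on TAIR10), a Sadhu non-coding retrotransposon, fell by 5.32 log2 (SE 0.45, adjusted p = 6.0e-04, n = 3). Without the 4 libraries rich in rRNA both calls were lost, and bZIP17 had an estimate of -3.01 and an adjusted p of 0.0692.

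As lists, canonical unfolded protein response genes were lower in bzip17 at 22 °C (34 of 41 lower, median -0.22, camera adjusted p = 9.7e-06, and adjusted p = 0.0369 with an estimated correlation) with 0 single genes called. Light-harvesting complexes were higher in 21 of 21 (median 0.45, adjusted p = 6.7e-17, and adjusted p = 0.0369 with an estimated correlation), and photosystem subunits, electron transport and Calvin cycle in 40 of 42 (median 0.47, adjusted p = 1.5e-20, and adjusted p = 0.0971 with an estimated correlation). Cuticular wax biosynthesis was higher in 18 of 18 (median 0.84, adjusted p = 1.3e-09, and adjusted p = 0.376 with an estimated correlation). The mean centred log2 CPM of this list in replicate 2 of bzip17 (-0.40) lay within the WT range at 22 °C (-0.41 to 0.06). With the level of the tapetum and pollen wall list as covariate, chosen after the result was seen, its median was 0.22 (camera adjusted p = 0.00338). Mitochondrion-encoded genes were lower (median -1.75, adjusted p = 1.2e-31, and adjusted p = 0.304 with an estimated correlation), but without the 4 libraries rich in rRNA their median was -0.00740 and 0 of 144 were called. The study list was higher in bzip17 in 1123 of 1326 genes (median 0.26, adjusted p = 1.7e-16, and adjusted p = 0.00424 with an estimated correlation). It was selected on these libraries for rising in WT alone, which favours such genes.

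Other list calls at 22 °C were lost when 1 library was left out. Tapetum and pollen wall markers were higher (29 of 30, median 0.76, camera adjusted p = 1.0e-06, and adjusted p = 0.545 with an estimated correlation), which became 0.105 (median 0.42) without replicate 3 of bzip17. Late pollen markers were lower (median -0.54, adjusted p = 4.5e-06, and adjusted p = 0.545 with an estimated correlation), or 0.0823 (median -0.47) without replicate 2 of bzip17. Plastid-encoded genes were lower (median -1.41, adjusted p = 1.5e-12, and adjusted p = 0.545 with an estimated correlation), or 0.943 (median 0.46) without replicate 3 of WT, the library with 64.8% rRNA. Mitotic cell cycle genes were lower (median -0.20, adjusted p = 0.0102, and adjusted p = 0.591 with an estimated correlation), or 0.0940 (median -0.13) without replicate 3 of WT and 0.831 (median -0.03) without replicate 3 of bzip17. Genes of salt, water deprivation and abscisic acid response had a median of 0.08 (adjusted p = 0.0394, and adjusted p = 0.563 with an estimated correlation), which became 0.0610, 0.0786 and 0.0724 (medians 0.07, 0.13 and 0.18) without replicates 1, 2 and 3 of WT at 22 °C, 0.0596 (median 0.08) without replicate 2 of WT at 38 °C and 0.960 (median 0.04) without replicate 3 of bzip17 at 22 °C.

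The lists that did not pass at 22 °C were cytosolic and organellar heat shock proteins (median -0.04, camera adjusted p = 0.436), meiosis markers (-0.09, 0.191), circadian clock (0.11 with a mean of -0.10, 0.808) and reference genes (0.02 with a mean of -0.17, 0.595). Heat stress transcription factors (median -0.14, adjusted p = 0.205) and RT-qPCR genes of the study (-0.21, 0.179) passed at 0.0103 (median -0.22) and 0.0270 without replicate 3 of bzip17. Floral organ identity (median 0.15, adjusted p = 0.551) and jasmonate synthesis and stamen maturation (0.19, 0.688) passed at 7.5e-04 and 0.00948 (medians 0.50 and 0.36) without replicate 2 of bzip17.

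At 38 °C, did the mutant differ from WT? Few single genes passed, which does not show that the rest were alike. In all 3 were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 917 (4.43%) had an unadjusted p under 0.05, and DESeq2 called 37. bZIP17 fell by 2.38 log2 (SE 0.20, adjusted p = 6.8e-04, n = 3) and AT3G42658.1 fell by 5.49 log2 (SE 0.45, adjusted p = 6.8e-04, n = 3). The latter was -6.14 without replicate 3 of bzip17 at 38 °C. AT4G10955, annotated as a lipase-like protein, was higher in bzip17 by at least 265-fold (adjusted p = 0.0192, n = 3), with 1699, 784 and 758 counts there and 0 in the other 9 libraries. Its coordinates (chromosome 4, 6713557 to 6718555) are nearly those of AT4G10960 (6713557 to 6718550). AT4G10960 had 183, 85 and 182 counts in those libraries against 1177, 173 and 1129 in WT at 38 °C. The assignment of reads between the 2 loci is therefore uncertain. A genotype effect on AT4G10955 cannot be told apart from a shift of reads between these loci, so its call is no evidence of such an effect. That call was lost with replicate 2 of WT at 38 °C or any of the 3 bzip17 libraries at 38 °C left out. A replicate block over all groups or within bzip17 lost it too. With 1 library left out the count of calls was 7 without replicate 1 of WT at 38 °C and 5 without replicate 2 or 3 of bzip17 at 22 °C or replicate 1 of bzip17 at 38 °C. Without the 4 libraries rich in rRNA 0 genes were called, and bZIP17 had -2.43 and an adjusted p of 0.0722.

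Lists at 38 °C passed camera with its preset correlation only, and 0 passed with an estimated one (adjusted p = 0.558 to 0.585 with an estimated correlation). Light-harvesting complexes were higher in bzip17 in 19 of 21 genes (median 0.17, camera adjusted p = 1.3e-04, and adjusted p = 0.558 with an estimated correlation), and no single library removed this. The 6 RT-qPCR genes of the study were lower in 6 of 6 (median -0.30, adjusted p = 0.00611, and adjusted p = 0.558 with an estimated correlation), or 0.0619 without replicate 1 of WT and 0.0543 without replicate 1 of bzip17. Canonical unfolded protein response genes were lower (29 of 41, median -0.13, adjusted p = 0.0151, and adjusted p = 0.558 with an estimated correlation), or 0.0768 and 0.0511 without replicates 1 and 3 of WT and 0.102 without replicate 1 of bzip17. Cytosolic and organellar heat shock proteins were higher (median 0.19, adjusted p = 3.3e-05, and adjusted p = 0.558 with an estimated correlation), or 0.249 without replicate 1 of WT and 0.169 without replicate 2 of bzip17. Its median turned negative there (-0.04 and -0.11) while the camera test still pointed up, so leaving out either library turned the sign of the median only.

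Calls of reproductive and surface lists at 38 °C were lost when 1 library was left out. Tapetum and pollen wall markers (28 of 30 higher, median 0.30, camera adjusted p = 9.8e-05, and adjusted p = 0.558 with an estimated correlation) became 0.508 (median 0.03) without replicate 2 of WT. Late pollen markers (27 of 28 higher, median 0.37, adjusted p = 4.3e-04, and adjusted p = 0.558 with an estimated correlation) became 0.153 (median 0.23) without replicate 3 of WT and 0.123 (median 0.11) without replicate 3 of bzip17. Cuticular wax biosynthesis (15 of 18 higher, median 0.27, adjusted p = 0.00611, and adjusted p = 0.558 with an estimated correlation) became 0.508 (median 0.09) without replicate 2 of WT and 0.0543 and 0.0793 (medians 0.25 and 0.18) without replicates 1 and 3 of bzip17. Mitotic cell cycle genes (17 of 19 higher, median 0.21, adjusted p = 0.00611, and adjusted p = 0.558 with an estimated correlation) became 0.0619 and 0.338 (medians 0.15 and 0.08) without replicates 1 and 2 of WT and 0.307 (median 0.08) without replicate 1 of bzip17.

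Further calls at 38 °C were lost in the same way. Photosystem subunits, electron transport and Calvin cycle (33 of 42 higher, median 0.10, camera adjusted p = 0.0198, and adjusted p = 0.585 with an estimated correlation) became 0.478 and 0.0807 (medians 0.04 and 0.06) without replicates 1 and 2 of WT and 0.832 (median 0.01) without replicate 1 of bzip17. Plastid-encoded genes (113 of 119 lower, median -0.94, adjusted p = 9.3e-08, and adjusted p = 0.558 with an estimated correlation) became 0.290 (median -0.28) without replicate 1 of WT, the library with 19.0% rRNA. Genes of salt, water deprivation and abscisic acid response (32 of 49 lower, median -0.14, adjusted p = 0.0220, and adjusted p = 0.558 with an estimated correlation) became 0.249 (median -0.06) without replicate 1 of WT at 38 °C, 0.0522 (median -0.14) without replicate 2 of bzip17 at 22 °C and 0.531 (median -0.06) without replicate 1 of bzip17 at 38 °C.

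The lists that did not pass at 38 °C were meiosis markers (median 0.10, camera adjusted p = 0.437), circadian clock (-0.02, 0.420), jasmonate synthesis and stamen maturation (0.05, 0.628) and the study list (-0.04, 0.126), where 559 of 1326 genes were higher and 767 lower. Heat stress transcription factors (median 0.05, adjusted p = 0.440) reached 0.0320 (median 0.20) without replicate 2 of WT. Mitochondrion-encoded genes (0.03, 0.437) reached 0.00660 (median 0.25) without replicate 2 of WT and 2.6e-04 (median 0.27) without replicate 3 of bzip17. Floral organ identity (0.27, 0.0598) reached 0.0211 and 0.0403 without replicates 1 and 3 of WT at 38 °C and 0.0110 without replicate 2 of bzip17 at 22 °C. Reference genes (0.06, 0.0696) reached 0.0396 without replicate 3 of WT at 22 °C, 0.00821 (median 0.09) without replicate 2 of WT at 38 °C and 0.0417 without replicate 2 of bzip17 at 38 °C.

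Did heat act differently in the 2 genotypes? For single genes the interaction test of edgeR with Benjamini-Hochberg adjustment called 0 genes, with 895 (4.32%) at an unadjusted p under 0.05 and 6 called by DESeq2. In the self-test 60% of 4-fold interactions and 4% of 2-fold ones were recovered, so smaller differences stay out of reach of this test. The smallest unadjusted p belonged to NIA2 (AT1G37130, chromosome 1, 14158527 to 14161938), a nitrate reductase, with a difference of -1.95 log2 (SE 0.34, adjusted p = 1.00, n = 3). NIA2 averaged 7.77 and 49.8 CPM in WT at 22 and 38 °C and 15.0 and 25.1 CPM in bzip17. CYP83B1, a cytochrome P450 of glucosinolate synthesis, had -2.16 log2 (SE 0.43, adjusted p = 1.00, n = 3). Both genes are among the 6 that DESeq2 called. With 1 library left out edgeR called 3 genes without replicate 1 of WT at 22 °C, 2 without replicate 1 of bzip17 at 38 °C, and 1 each without replicate 3 of WT at 22 °C, replicate 2 of WT at 38 °C or replicate 2 of bzip17 at 22 °C. P5CS1 had -0.62 log2 (SE 0.23, adjusted p = 1.00, n = 3), HB-7 -0.73 log2 (SE 0.60, adjusted p = 1.00, n = 3) and CNX1 0.06 log2 (SE 0.22, adjusted p = 1.00, n = 3).

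Of the 19 tested lists the study list alone kept its interaction with an estimated correlation: 1198 of its 1326 genes were lower, with a median of -0.34 (camera adjusted p = 1.7e-17, and adjusted p = 0.00327 with an estimated correlation). The study selected these genes on the same libraries for rising in WT and not in bzip17, so this difference restates the selection and is no separate evidence. Lists without a passing interaction were meiosis markers (median 0.19, adjusted p = 0.0691), circadian clock (-0.08 with a mean of 0.04, 0.696), floral organ identity (-0.05 with a test pointing up, 0.493) and RT-qPCR genes of the study (-0.03, 0.515). Meiosis markers reached 0.0299 without replicate 2 of WT at 22 °C and 0.0496 and 0.0254 (the latter with a median of 0.31) without replicates 2 and 3 of bzip17 at 38 °C. Canonical unfolded protein response genes had a median of 0.11 (adjusted p = 0.0554), which became 0.0355 and 0.0364 without replicates 1 and 2 of WT at 22 °C, 0.0310 and 0.0188 without replicates 1 and 3 of bzip17 at 22 °C and 0.0496 without replicate 2 of bzip17 at 38 °C.

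Heat stress transcription factors had an interaction median of 0.20 (camera adjusted p = 0.0697), which became 0.0299 without replicate 2 of WT at 22 °C, 0.00497 without replicate 2 of WT at 38 °C, 0.00352 (median 0.34) without replicate 3 of bzip17 at 22 °C and 0.0167 and 0.0486 without replicates 1 and 3 of bzip17 at 38 °C. Reference genes had 0.08 (adjusted p = 0.0691). This became 0.0324 and 0.0166 (the latter with a median of 0.22) without replicate 1 of WT at 22 °C and replicate 2 of WT at 38 °C, and 0.0310 and 0.0338 (the latter with a median of 0.03) without replicate 1 of bzip17 at 22 °C and replicate 2 at 38 °C. Tapetum and pollen wall markers had -0.51 (adjusted p = 0.164). This became 0.0217 without replicate 1 of WT at 22 °C, 1.2e-04 (median -0.84) without replicate 2 of WT at 38 °C, 4.3e-10 (median -0.90) without replicate 2 of bzip17 at 22 °C and 0.0425 without replicate 3 of bzip17 at 38 °C. Jasmonate synthesis and stamen maturation genes had -0.12 (adjusted p = 0.956), or 0.0300 (median -0.37) without replicate 2 of bzip17 at 22 °C. The remaining lists are given with the patterns that stood out.

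The counts of genes higher in WT alone depend on how libraries are scaled. At the study thresholds, read here as more than 2-fold with an unadjusted p under 0.05, edgeR with TMM scaling gave 562 genes higher in WT alone and 378 in bzip17 alone, and 391 of the 1326 tested genes of the study list (29.5%) were among the 562. Scaling to library totals gave 1723 and 216, with 1274 study list genes (96.1%) among the 1723. Against TMM it shifted the median log2 change of all genes by 0.39 for heat in WT, 0.13 for heat in bzip17, 0.31 for the genotype at 22 °C and -0.26 for the interaction, and at the limits used here it called 7 genes higher and 4 lower in bzip17 at 22 °C against 0 and 2. limma on the deposited FPKM gave 1680 and 194 with 1094 list genes (82.5%), and limma on FPKM rescaled to reads outside rRNA and organelle genes gave 399 and 350 with 222 list genes (16.7%).

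**Figure D5:**
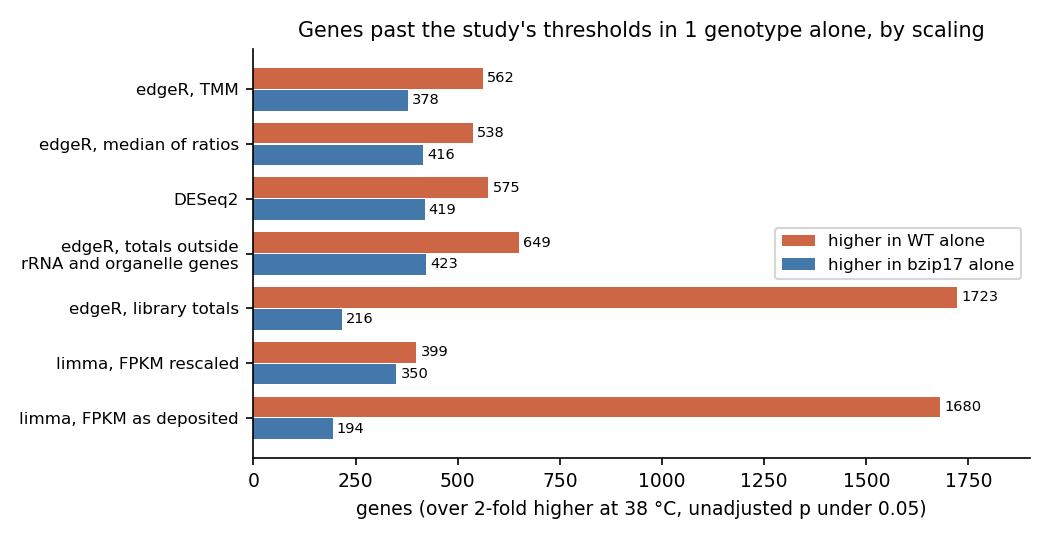
Genes called at the study thresholds in WT alone and in bzip17 alone under each scaling. Genes higher in WT alone number 562 with TMM, 1723 with library totals, 1680 with the deposited FPKM and 399 with rescaled FPKM.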

Values the study reported

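The study reported 1380 genes specifically up-regulated and 493 genes specifically down-regulated by heat in WT flowers, and 334 and 917 genes specific to the bzip17 mutant. It reported 1645 genes as direct targets of bZIP17 by ChIP-Seq in seedlings. For 113 of these targets it described up-regulation in heated flowers as dependent on bZIP17. By RT-qPCR it reported CNX1, P5CS1, ATHB-7 (HB-7) and ERDJ3B raised by heat in WT flowers, without a significant change in bzip17 flowers. SDF2 and SHD rose in both genotypes, by a lower fold in bzip17. Binding at these genes was tested by ChIP-qPCR in seedlings, and bzip17 plants had more siliques of reduced fertility after heat.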

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

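The tests of organelle transcripts without the 4 libraries rich in rRNA, and those of photosynthesis genes with a covariate, were chosen only after the result was seen, while the test on scaling was written after the rRNA shares were known and before its own result. Each list here stood out because the change by heat differed between the genotypes in a test of that difference, and 10 of 19 lists did so by camera with its preset correlation, 1 of them with an estimated correlation. Values are medians over the genes of a list of each gene's log2 change by heat in bzip17 minus its change in WT.

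Cytosolic and organellar heat shock proteins differed by 0.28 (adjusted p = 7.5e-05, and adjusted p = 0.422 with an estimated correlation), which became 0.0994 (median 0.10) without replicate 1 of WT at 38 °C. Salt, water deprivation and abscisic acid response differed by -0.33 (adjusted p = 3.4e-04, and adjusted p = 0.373 with an estimated correlation), or 0.156 (median -0.16) without replicate 3 of bzip17 at 22 °C. Light-harvesting complexes differed by -0.32 (adjusted p = 1.3e-05, and adjusted p = 0.308 with an estimated correlation). Photosystem subunits, electron transport and Calvin cycle differed by -0.41 (adjusted p = 2.1e-10, and adjusted p = 0.308 with an estimated correlation). Cuticular wax biosynthesis differed by -0.48 (adjusted p = 0.00150, and adjusted p = 0.540 with an estimated correlation), or 0.463 (median -0.16) without replicate 3 of bzip17 at 22 °C. Late pollen markers differed by 0.74 (adjusted p = 1.6e-11, and adjusted p = 0.308 with an estimated correlation). Mitotic cell cycle genes differed by 0.39 (adjusted p = 1.3e-05, and adjusted p = 0.402 with an estimated correlation).

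Plastid-encoded genes differed by 0.31 (adjusted p = 0.0131, and adjusted p = 0.778 with an estimated correlation), which became 0.469 and 0.219 (medians 0.09 and 0.15) without replicates 2 and 3 of WT at 38 °C, 0.0655 (median 0.19) without replicate 2 of bzip17 at 22 °C, 0.457 (median -0.14) without replicate 3 of bzip17 at 22 °C, and 8.8e-06 with the opposite direction (median -1.41) without replicate 3 of WT at 22 °C. Mitochondrion-encoded genes differed by 1.73 (adjusted p = 1.3e-32, and adjusted p = 0.308 with an estimated correlation). The study list differed by -0.34 (adjusted p = 1.7e-17, and adjusted p = 0.00327 with an estimated correlation), which restates its selection on these same libraries.

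The first pattern weighed is the excess of genes higher in WT alone at the study thresholds. Ribosomal RNA reads in the FPKM total lower every other FPKM value of a library rich in rRNA, and 2 of the 3 WT libraries at 22 °C are rich in it. In limma the deposited FPKM gave 1680 such genes and FPKM rescaled to reads outside rRNA and organelle genes gave 399. This ratio of 4.21 fits the technical explanation for the counts of genes made here from FPKM. The study names edgeR or DESeq2 for its calls and does not give their scaling. Whether its own 1380 genes arose in this way was therefore not tested. A biological explanation, dependence on bZIP17, was weighed by the interaction test, which called 0 genes (895 at an unadjusted p under 0.05, and 6 by DESeq2). In the self-test the interaction test recovered 4% of 2-fold differences, so its 0 calls cannot exclude dependence.

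The second pattern is the rise of mitochondrion-encoded transcripts and its difference between the genotypes. Carry-over of organelle RNA together with rRNA fits the difference: without the 4 libraries rich in rRNA its median went from 1.73 to -0.0184. The median rise went from 5.06 (quartiles 4.06 and 5.91) to 5.32 (4.40 and 6.45) in bzip17 and from 3.27 (2.56 and 4.42) to 5.42 (4.22 and 6.88) in WT. Called genes went from 132 to 118 of 144 in bzip17 and from 105 to 28 in WT. There 1 library was left at 22 °C, so the WT value carries little weight. In WT at 38 °C the libraries with 3.57 and 2.80% rRNA held at least 0.627% of mitochondrial counts outside rRNA. Those with 15.1 and 64.8% rRNA at 22 °C held 0.129 and 0.444%. These values argue against carry-over as the source of the rise. A general drop of nuclear messenger RNA would raise plastid-encoded transcripts alike. Without the 4 libraries rich in rRNA their median rise was 0.849 in bzip17, and 1.201 in WT with its 1 library at 22 °C. This argues against such a drop as the whole source of the rise in bzip17, and a part is not excluded. Heat is the biological explanation the design gives, and no further one was tested.

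The third pattern is that photosynthesis genes of the nucleus were higher in bzip17 at 22 °C. Light-harvesting complexes kept their call with an estimated correlation (adjusted p = 0.0369) and the photosystem and Calvin cycle list lost it (adjusted p = 0.0971). With the rRNA percent as covariate the smaller median of the 2 lists was 0.44, but that covariate rests mostly on the library with 64.8% rRNA. At 22 °C replicate 1 of bzip17, with 20.7% rRNA, had mean centred log2 CPM of 0.21 (light-harvesting) and 0.39 (photosystem and Calvin cycle). Replicate 1 of WT, with 3.76% rRNA, had -0.24 and -0.19. Together these values argue against carry-over as the whole source of the difference. With the level of the tapetum and pollen wall list as covariate it was 0.40, which argues only against a mix of bud stages as seen in that list. Under that covariate late pollen markers were still lower in bzip17 (median -0.60, camera adjusted p = 4.5e-10 with the preset correlation). Floral organ identity genes were lower there too (median -0.26, camera adjusted p = 0.00625 with the preset correlation). Other differences in bud stage therefore stay open. The genotype is the biological explanation the design gives, and no other was tested.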

How the results depend on the processing

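The alternatives with library totals, totals outside rRNA and organelle genes, an rRNA covariate, libraries rich in rRNA left out, filterByExpr, DESeq2 at the study thresholds, the block within bzip17, and limma on log2(FPKM + 1) at the limits used here were chosen only after the result was seen. limma on log2(FPKM + 1) at the study thresholds, deposited and rescaled, was unplanned too, but written before its own result was seen. Of 11 counts of genes, filterByExpr, median-of-ratios factors, no filter, no mean-variance trend and totals outside rRNA and organelle genes each kept 11 within 1.5 times. Of 122 calls of named genes, leaving out each of 12 libraries kept 1320 of 1464 and lost 144, and 3 of 900 results that were not called became calls. Of 51 list calls a camera test with an estimated correlation kept 8 and lost 43, and it added 0, while fry lost 30. Without the 4 libraries rich in rRNA 58 of 122 calls of named genes and 21 of 51 list calls were lost, and limma on log2(FPKM + 0.1) lost 37 and 11. Quantile normalization lost 16 of the 122. Leaving out each library lost 44 of 612 list calls and reversed 1, and the rRNA covariate lost 3 of 51 and reversed 2. The depth outside rRNA, 13.6 to 69.9 M counts, limits what genes of low expression can show in replicate 3 of WT at 22 °C. Where no cause is named below, the cause was not tested.

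Counts are given in the order genotype at 22 °C, genotype at 38 °C, interaction where these moved. DESeq2 gave 68, 37 and 6, and at the study thresholds 919, 291 and 531. The study thresholds with edgeR gave 758, 239 and 394. Library totals gave 11, 7 and 3, and at the study thresholds 998, 236 and 367. limma on deposited log2(FPKM + 1) gave 7, 6 and 1, and at the study thresholds 776, 162 and 374, while rescaled FPKM at the study thresholds gave 472, 91 and 291. Without the 4 libraries rich in rRNA they were 1, 0 and 1. limma on log2(FPKM + 0.1) gave 9 for the genotype at 22 °C, the rRNA covariate 4, and the fit of only the 6 libraries compared 4. Quantile normalization gave 1 for the interaction. With replicate number as a replicate block the genotype at 38 °C gave 6.

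Heat counts moved too. Library totals gave 305 genes lower in WT and 447 in bzip17, with 733 higher in WT alone, 105 higher in bzip17 alone, 142 lower in WT alone and 284 lower in bzip17 alone. At the study thresholds they gave 3246 higher and 820 lower in WT, with 1723, 216 and 359 in the first 3 alone classes. limma on log2(FPKM + 0.1) gave 269 lower in WT and 410 in bzip17, with 1145, 95, 119 and 260 in the 4 alone classes. limma on deposited log2(FPKM + 1) gave 2129 higher and 352 lower in WT, 510 lower in bzip17, and 1181, 135, 179 and 337 in the alone classes. At the study thresholds that was 3042 and 587 in WT and 1680, 194 and 293 in the first 3 alone classes. A mean FPKM of 5 or more, which tests fewer genes, gave 226 higher in WT alone, 359 lower in WT alone and 341 lower in bzip17 alone. Without a fold limit, which calls more genes, 2839 rose and 2672 fell in WT, 2700 rose and 2871 fell in bzip17, and the alone classes held 837, 698, 869 and 1068. Without the 4 libraries rich in rRNA 339 rose and 168 fell in WT, and the alone classes held 71, 842, 25 and 878. That fit leaves 1 library of WT at 22 °C, whose spread is assumed to be that of the other groups, so fewer samples are tested.

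Leaving out 1 library at a time, the counts ran from 1074 to 1413 higher and 940 to 1390 lower by heat in WT, from 1020 to 1267 higher and 1048 to 1363 lower in bzip17, from 2 to 25 for the genotype at 22 °C, 2 to 7 at 38 °C and 0 to 3 for the interaction. The alone classes ran from 310 to 540, 252 to 486, 310 to 710 and 405 to 656. Plastid-encoded genes changed direction with the rRNA covariate, in the genotype difference at 22 °C (median 0.41, adjusted p = 0.00433) and in the interaction (adjusted p = 4.9e-09), and in the interaction without replicate 3 of WT at 22 °C (adjusted p = 8.8e-06), where leaving out single libraries gave adjusted p values from 3.5e-12 to 0.469.

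In all groups the samples share replicate numbers only. Correlations of all same-number pairs ran from -0.263 to 0.439 and those of other pairs from -0.403 to 0.349. Of 12 libraries 5 correlated best with their own number. The replicate block over all groups kept 119 of 122 calls of named genes. It lost those of CER4 and EXL4 by heat in bzip17 and AT4G10955 by genotype at 38 °C. Of 51 list calls it kept 50, and 1 of 44 others was added. The list call lost was salt, water deprivation and abscisic acid response by genotype at 22 °C. The replicate block within bzip17 gave 1304 genes higher and 1299 lower by heat in bzip17, kept 117 of 122 calls of named genes and 51 of 51 list calls, and added 2. It changed no other call of heat in bzip17 than those of CER2, CER4, KCS6, UBQ10 and cuticular wax biosynthesis among named genes and lists.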

Other observations

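The splits of libraries were planned before the result was seen, and the values without the 4 libraries rich in rRNA were chosen only after it. Outside the comparisons above, mitochondrial transcripts stood at 0.870, 1.13 and 0.548% of the counts outside rRNA in bzip17 at 38 °C and at 0.101, 0.0603 and 0.0128% at 22 °C. Plastid transcripts stood at 0.0433, 0.0465 and 0.0358% and at 0.143, 0.0397 and 0.0169%. Without the 4 libraries rich in rRNA, 28 of 144 mitochondrion-encoded genes passed by heat in WT and 118 in bzip17.

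At the study thresholds 562 genes were higher by heat in WT alone with edgeR and TMM scaling. That is lower than the value quoted from the study above. Library totals gave 1723 and limma on the deposited FPKM gave 1680, so this direction depends on the scaling.

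Regrouping the 6 libraries of a comparison allows 10 splits, too few for a share under 0.05. For heat in WT the true grouping called 2658 genes and the highest other split 1, so 1 of 10 reached it. For heat in bzip17 it called 2594 against 1, and 1 of 10 reached it. For the genotype at 22 °C it called 2 against 3, and 2 of 10 reached it. For the genotype at 38 °C it called 3 against 2, and 1 of 10 reached it. For the interaction 100 of 100 draws reached its 0 genes, which any draw must, so this count says nothing about the grouping, and the highest other draw called 121.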
